A study of Rattus norvegicus with 9 samples. Its data were reported in "A Novel Drug Combination of Mangiferin and Cinnamic Acid Alleviates Rheumatoid Arthritis by Inhibiting TLR4/NFκB/NLRP3 Activation-Induced Pyroptosis" (2022).

How the data were processed

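Synovial tissue RNA of 9 male Lewis rats was measured on 9 Agilent rat whole-genome arrays with 1 dye (Cy3). Each of the 3 groups held 3 samples, which the labels give as separate rats. The scanner files of AIA_H_BHGZD 1 and 2 carry the same animal number in their names. Their levels correlated across genes at 0.980, no closer than AIA_H_BHGZD 3 did with either (0.981 and 0.986), and they were kept as 2 rats. If they came from 1 rat, n would be 2 in that group and p-values with it would be too small. Con stands for the normal control. AIA_H stands for rats with adjuvant-induced arthritis (AIA-M in the study), set off by an injection of 10 mg/mL Mycobacterium tuberculosis in paraffin oil and worsened in a climate box for 2 h daily over 15 days (37 °C, 90% humidity, wind of 6 m/s). AIA_H_BHGZD stands for the same model given Baihu-Guizhi decoction (BHGZD), a herbal formula, at 21.4 g/kg. Groups were taken from the sample titles. One methods sentence of the study gives the arrays to blood and sequencing to synovium, while another sentence there, the figure legends and the labels give the arrays to synovium, and the labels were followed. The whole blood samples of the study were not analysed here.

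Per the file headers, each scanner file holds fluorescence intensity per spot from Agilent Feature Extraction (version 10.7 in the submitters' processing notes). The processed signal used here had its background subtracted by that program before it was deposited and was not normalized between arrays. The mean signal and the median local background, also intensity values, were used for 1 alternative. Per the file headers, 0/1 marks say whether a spot lay well above background, was saturated or was an outlier among its pixels or repeats. A table of log2 values by the authors covers the same arrays. These deposited log2 values correlated across probes with the log2 signals of their best matching array at 0.9998 to 0.9999, and their column medians were 5.42, 5.41 and 5.40 for Con, 5.41, 5.41 and 5.41 for AIA_H, and 5.41, 5.41 and 5.41 for AIA_H_BHGZD. The near-identical columns pointed to a quantile-type normalization. The scale was log2 and not centred per gene, and the exact method was not given in the sources used here (the processing notes name limma without a version). In that table the 3 columns of AIA_H, and likewise the 3 of AIA_H_BHGZD, were in another order than the scanner files, with correlations of 0.969 to 0.982 for columns and files of the same sample against 0.9999 for the best match. Group membership was the same in both, and replicate numbers below are those of the scanner files.

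The arrays lay on 3 slides. Slide 1 held Con 1, 2 and 3, slide 2 held AIA_H 2 and 3, and slide 3 held AIA_H 1 with AIA_H_BHGZD 1, 2 and 3. Con and slide 1 therefore cannot be told apart. Of each array, 43379 spots other than controls gave 41012 probes after repeated spots were averaged on the log2 scale. Outlier-marked spots were left out, which left a value missing for 24 genes. The log2 processed signal minus the 75th percentile of its array was used throughout, and the word level below means this value. A probe was kept when it was well above background on all 3 arrays of at least 1 group, which 25104 probes were. Each gene name was represented by its probe with the highest mean over the 9 arrays, and at least 2 values per group were required. This left 20873 of 35071 names. Gene names and coordinates are those of the scanner files, on rat genome build rn4 per the file headers (1-based, probe start and end). Of the tested genes, 9549 matched a current symbol in a RefSeq gene table of assembly GRCr8 through their accession, and 983 of these carried another symbol there. The platform annotation gave 1 symbol for 20932 of the 41105 probes of the authors' table, several for 0 and none for 20173. It was not used for naming. Exon and UTR annotation of rn4 was not used here.

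Groups were compared with limma (lmFit and eBayes) on all 9 arrays, so that the 3 groups shared 1 estimate of the spread per gene (6 residual and 2.26 prior degrees of freedom). The 3 contrasts were AIA_H minus Con, AIA_H_BHGZD minus AIA_H, and AIA_H_BHGZD minus Con. All p-values are two-sided, and a gene was called when its Benjamini-Hochberg adjusted p over all tested genes was under 0.05. An exact permutation test of 3 arrays against 3 cannot go below 0.10, so none is given for single genes. Fold changes of genes that were not well above background on any array of the dimmer group are given as lower bounds. Each bound is the brighter group's mean against the mean, over the dimmer group's arrays, of the higher of the probe's own signal and the lowest signal of any probe well above background. Means are given with their SD (n = 3), and SE is limma's standard error of a log2 fold change. For arrays, the number of animals per group limits the precision.

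Genes were named by a rule. For each of the first 2 contrasts these were the 4 genes with the largest rise and the 4 with the largest fall among called genes whose arrays did not overlap between the groups. Places left empty were filled, up to 4 per direction, with non-overlapping genes of the smallest p. All genes called in both contrasts with opposite signs (at most 6), every tested gene of the signalling list, and the 3 largest and 3 smallest changes of the study list completed the rule. Any other gene named below was chosen after its values were seen.

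In all, 11 gene lists were tested with limma's camera (inter-gene correlation 0.01, with the estimated correlation as an alternative). The signalling list holds 19 genes of the TLR4, PI3K, AKT, NF-kappa-B and NLRP3 inflammasome proteins and cytokines that the study measured. The study list holds the 22 synovium genes that the study listed as turned back by BHGZD. The other 9 lists are markers of skeletal muscle, adipose tissue, tendon and ligament, cartilage and bone, epidermis, nerve sheath, erythroid blood cells, myeloid cells and lymphoid cells. A list median was also set against 10000 random lists of the same size matched on mean expression in 10 bins. After the data had been seen, 5 lists were added for erythroblasts, primary granules, megakaryocytes, B cell progenitors and blood neutrophils, and Benjamini-Hochberg adjustment of camera ran over all 16 lists within a contrast. A further list of 16 inflammation genes was written without genes whose values on these arrays had been seen. It was used in the closing section, on single arrays and on AIA_H_BHGZD against AIA_H with each array left out, and was not tested with camera.

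The groups, the tests, the naming rule, the 11 lists and all alternatives but 2 were fixed before the data were examined. The alternatives were quantile normalization, normexp background correction (offset 50), the authors' value table, no filter on dim probes, a filter on all 9 arrays, outlier-marked spots kept, the mean of all probes of a gene, only the 2 groups compared, slide as a random or a fixed block, a replicate block, leaving out each array in turn, camera with estimated correlation, limma at an unadjusted p under 0.05 with a 2-fold change, and the methods' t-test at that threshold and after Benjamini-Hochberg. Array weights, and a replicate block on the arrays of Con and AIA_H_BHGZD alone, were added after the data had been seen. Deviations of arrays with the same replicate number from their group means correlated across genes between AIA_H_BHGZD and Con (0.51, 0.30 and 0.11), so in that contrast the numbers were treated as possible pairs. No label names a shared animal, litter or day behind them, and in both groups array 1 was the dimmest. With slide as a fixed block, AIA_H_BHGZD was compared with AIA_H 1 within slide 3, and that lone array was assumed to vary like the others. Because both contrasts with AIA_H use the same 3 arrays, 100 simulations with unchanged groups gave the values that sharing alone produces. Genes were drawn independently there, with 1 spread per gene on all arrays.

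The limma step was tested on simulated data. In 10 simulated sets for AIA_H against Con with 20873 genes, of which 200 were changed by a known fold, 29.3% of 2-fold, 81.5% of 4-fold and 94.4% of 8-fold changes were called, and 5.73% of calls were false. Simulated genes were independent and spread alike on all arrays, which the real ones were not. These shares test the code and need not hold for the real arrays. Software versions were R 4.3.3, limma 3.58.1, the package data.table (1.17.8), jsonlite 2.0.0, Python 3.11.15 and matplotlib 3.10.9.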

Results

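Synovial RNA from 3 normal control rats (Con), 3 rats with adjuvant-induced arthritis kept under wind, heat and humidity (AIA_H), and 3 such rats treated with BHGZD (AIA_H_BHGZD) was profiled on 1 array per rat. The 75th percentile of the processed signal was 72.8 intensity units on Con 1 and ranged from 216 (AIA_H_BHGZD 1) to 354 (AIA_H_BHGZD 2) on the other 8 arrays. Spots well above background made up 44.0% on Con 1 and 57.7% (AIA_H 3) to 67.9% (AIA_H_BHGZD 2) on the others. No spot was saturated on any array, and 58 to 139 spots per array were marked as outliers.

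**Figure D1:**
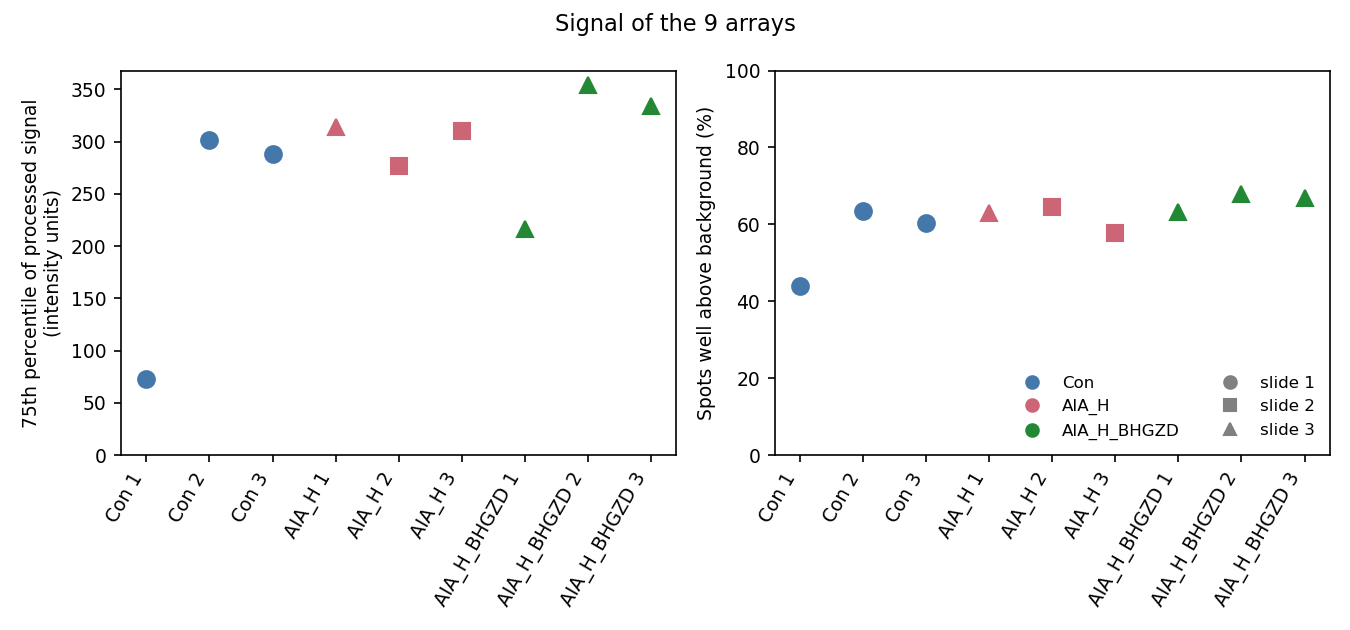
The 75th percentile of the processed signal (left, intensity units) and the percent of spots well above background (right) for each of the 9 arrays, with colour for the group and marker shape for the slide. Con 1 lies lowest in both panels, at 72.8 and 44.0%.

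Across genes, which are not independent replicates, log2 levels on Con 1 correlated with those on the other 8 arrays at 0.909 to 0.934, while Con 2 and Con 3 correlated at 0.992. AIA_H 1 correlated with AIA_H 2 at 0.975 and with AIA_H 3 at 0.963. Its correlation was 0.985 with Con 2 and 0.977 to 0.990 with the AIA_H_BHGZD arrays, which shared its slide. AIA_H 2 and AIA_H 3, together on slide 2, correlated at 0.986. The first principal component of 20849 genes with no missing value (46.0% of the variance) set Con 1 at 121 against -33.9 to 5.19 for the other arrays. The second component (19.2%) set AIA_H 2 at -34.3 and AIA_H 3 at -66.6, with the remaining 7 arrays, AIA_H 1 included, between 4.38 and 26.5.

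**Figure D2:**
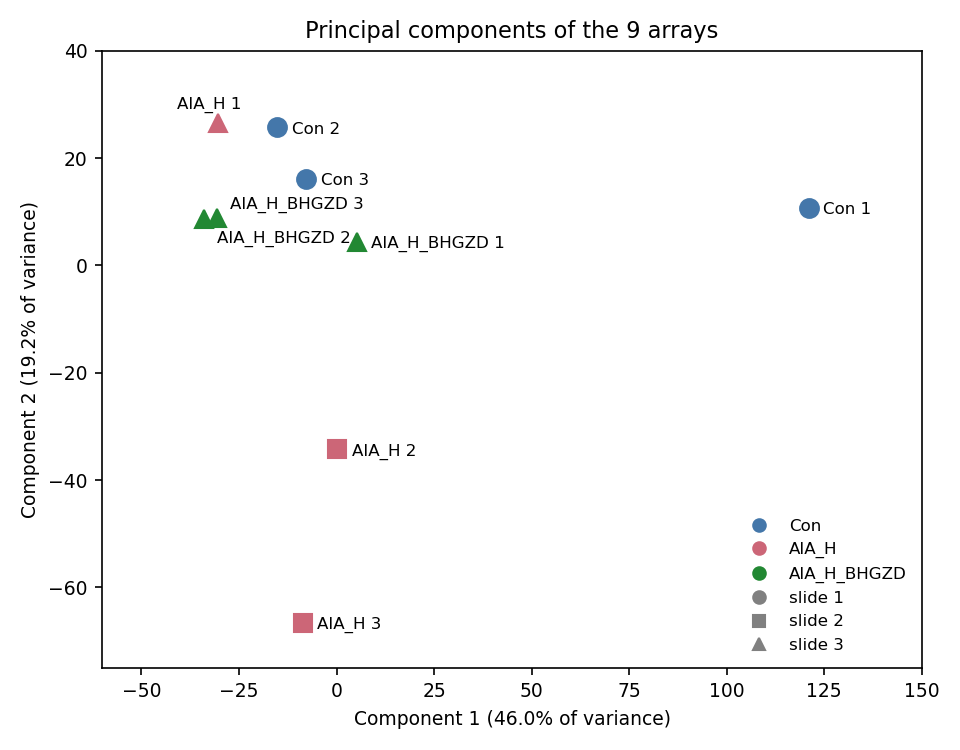
First and second principal components of log2 levels, in component units, with 1 point per array, colour for the group and marker shape for the slide. Con 1 stands apart on the first axis at 121, and AIA_H 2 and AIA_H 3 on the second at -34.3 and -66.6.

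The contrast of AIA_H with Con asked which genes go with the arthritis model. No gene of 20873 was called by limma, with a smallest Benjamini-Hochberg adjusted p of 0.217, and the methods' t-test with the same adjustment also called 0. At an unadjusted p under 0.05 limma gave 1788 genes (810 higher and 978 lower in AIA_H), or 8.57% of those tested, and 489 of them changed at least 2-fold (250 higher, 239 lower). The methods' t-test with the 2-fold threshold gave 190 genes (98 higher, 92 lower). The arrays of the groups did not overlap for 2855 genes (13.7%), where chance gives 10%. The setting that moved the number of calls most was array weights, added after the data had been seen, with 8239 genes called, although the estimation of those weights did not converge. Leaving out 1 array also changed the number of calls. Without Con 1 there were 4, and without AIA_H 1 there were 105 (91 higher, 14 lower). Without AIA_H 1 each group lay on a slide of its own, so group and slide cannot be told apart in that setting. The 4 without Con 1, chosen after their values were seen, included Irak2, Enpp6 and Ubxn2b (log2 fold changes of -3.43, -1.98 and -1.56, adjusted p of 0.0231, 0.0115 and 0.0231) and a transcript known by accession only. Irak2 and that transcript belong to the probes bright on slide 1 that the closing section tests. Without AIA_H 1 the count at an unadjusted p with 2-fold rose to 852 (532 higher, 320 lower). Without each of the other arrays it ranged from 340 (without AIA_H 3) to 729 (without Con 2), and the excess of higher genes turned around without Con 2 (309 to 420), Con 3 (265 to 452), AIA_H 2 (202 to 258) and AIA_H_BHGZD 2 (223 to 232).

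Il1b (interleukin 1 beta, chromosome 3, 116964465 to 116964524) was among the genes with the smallest p. Its level was -1.73 ± 0.37 in Con, 0.37 ± 0.28 in AIA_H and -0.33 ± 0.60 in AIA_H_BHGZD (SD, n = 3). The log2 fold change of AIA_H over Con was 2.10 (SE 0.32, limma p of 0.000166, adjusted p of 0.272). Ccl3 (chromosome 10, 71744611 to 71744670) was 1.55 higher on the log2 scale (SE 0.21, adjusted p of 0.217), from -3.03 ± 0.31 in Con to -1.49 ± 0.27 in AIA_H and -1.43 ± 0.15 in AIA_H_BHGZD. Ccl4 (chromosome 10, 71760267 to 71760326) and Ifit1lb (chromosome 1, 238580038 to 238580097) rose by 1.58 (SE 0.23) and 1.60 (SE 0.23), both at an adjusted p of 0.272. In Con, Il1b, Ccl3 and Ifit1lb were well above background on 2 of 3 arrays and Ccl4 on 1, so these folds rest in part on signals near background. A second Ifit1lb probe, which failed the background filter, gave 0.02. Slurp1 (chromosome 7, 112840784 to 112840843) was lower in AIA_H by a log2 fold change of -1.66 (SE 0.21, adjusted p of 0.217), with levels of 0.90 ± 0.20 in Con, -0.76 ± 0.29 in AIA_H and -0.63 ± 0.26 in AIA_H_BHGZD. Ms4a8a (Ms4a8 in the current table, chromosome 1, 213583515 to 213583574) changed by -1.90 (SE 0.23, adjusted p of 0.217), measured on 2 of 3 arrays in Con and in AIA_H. All 3 AIA_H arrays lay on the same side of all 3 Con arrays for each of these genes, as the naming rule required, and none changed sign under the alternatives. With normexp, however, the log2 change of Ccl4 was 0.09, that of Ccl3 0.40, that of Ifit1lb 0.85, that of Il1b 1.24 and that of Ms4a8a -1.06. Without AIA_H 1, where group and slide coincide, Ccl3 (1.39), Ms4a8a (-1.86) and Slurp1 (-1.74) passed an adjusted p of 0.05, at 0.0476, 0.0482 and 0.042. Over all alternatives their adjusted p ranged up to 0.678.

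Atp2b2 (chromosome 4, 149657829 to 149657888) and Irak2 (chromosome 4, 149588306 to 149591904) had the largest falls of the named genes, with fitted log2 changes of -5.22 (SE 0.71) and -4.16 (SE 0.56) and an adjusted p of 0.217. Neither was well above background on any AIA_H or AIA_H_BHGZD array, so Con was at least 7.63-fold higher for Atp2b2 and at least 3.68-fold higher for Irak2. Both bounds lean on Con 1 and were 4.22-fold and 2.23-fold without it, and with normexp the fitted log2 changes were -1.86 and -1.43. Both probes were bright on slide 1 only, which held Con alone, and a second Atp2b2 probe that failed the filter gave -0.87. Over the alternatives the adjusted p of Irak2 ranged from 0.0231 (without Con 1) to 0.678.

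**Figure D3:**
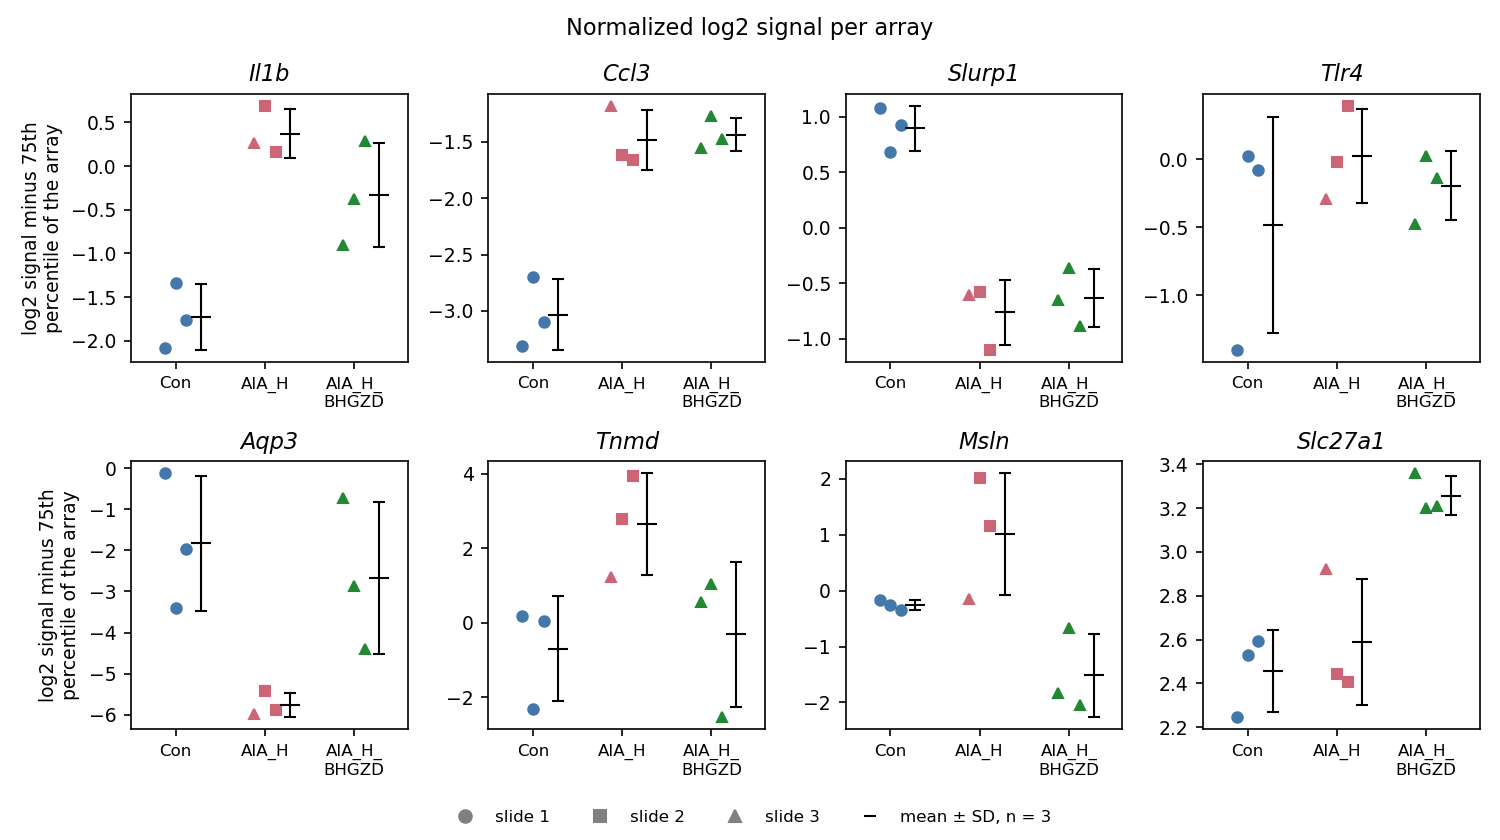
Level (log2 of the processed signal minus the 75th percentile of the array) of 8 genes on the 9 arrays by group, with points for arrays, marker shape for the slide, and mean ± SD (n = 3). Il1b and Ccl3 lie higher and Slurp1 lower on every AIA_H array than on every Con array, and Aqp3 lies between -0.72 and -4.40 under BHGZD.

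The contrast of AIA_H_BHGZD with AIA_H asked which genes respond to the decoction. Limma called 0 of 20873 genes (smallest adjusted p of 1), and the methods' t-test after Benjamini-Hochberg called 0. At an unadjusted p under 0.05 there were 383 genes (193 higher and 190 lower with BHGZD), or 1.83% of those tested. Of these, 123 changed at least 2-fold (85 higher, 38 lower), and the methods' t-test with 2-fold gave 39 (17 higher, 22 lower). The groups did not overlap for 1497 genes (7.17%), where chance gives 10%. With slide as a fixed block, which compares the AIA_H_BHGZD arrays with AIA_H 1 within slide 3, limma again called 0 and gave 157 genes at the unadjusted threshold with 2-fold. With slide as a random block it called 0, at a consensus correlation of -0.03. Leaving out AIA_H 1 leaves AIA_H on slide 2 alone and AIA_H_BHGZD on slide 3 alone, so a shift between slides could give its counts. It gave 14 calls, all lower with BHGZD, and 602 genes at the unadjusted threshold with 2-fold (261 higher, 341 lower). That count was 78 without AIA_H 2, 82 without AIA_H 3 and 80 without AIA_H_BHGZD 1 (40 higher, 40 lower), so the excess of higher genes rests on AIA_H 1 and AIA_H_BHGZD 1.

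Among the genes with the smallest p, Msln (mesothelin, chromosome 10, 15017206 to 15017265) was lower with BHGZD by a log2 fold change of -2.52 (SE 0.54, limma p of 0.00152, adjusted p of 1). Its level was -0.26 ± 0.09 in Con, 1.01 ± 1.09 in AIA_H and -1.52 ± 0.75 in AIA_H_BHGZD (SD, n = 3), and AIA_H 1 lay at -0.15 against 2.02 and 1.16 on its group mates. Slc27a1 (chromosome 16, 18786624 to 18786683) was higher by 0.67 (SE 0.18, p of 0.00548, adjusted p of 1), with 2.46 ± 0.19, 2.59 ± 0.29 and 3.26 ± 0.09 in the same order, and its second probe gave 0.75. Cadm3 (chromosome 13, 89544201 to 89546641) changed by 0.59, Rspo2 (chromosome 7, 78775367 to 78775426) by -0.67, Lhx9 (chromosome 13, 52140190 to 52140249) by -1.51 and Tubb3 (chromosome 19, 53751444 to 53751503) by -0.98, with SE of 0.15 to 0.37 and an adjusted p of 1. Cd177 (chromosome 1, 80033438 to 80033497) and Rhag (chromosome 9, 15940935 to 15940994) were not well above background on any Con or AIA_H array and were at least 5.31-fold and at least 5.88-fold higher with BHGZD (adjusted p of 1), and at least 3.10-fold and at least 2.54-fold without AIA_H_BHGZD 1. That array had the highest level of both, with 1.12 against -2.09 and -2.95 on its group mates for Rhag, and 0.09 against -2.11 and -2.35 for Cd177. A second Rhag probe that failed the filter gave a log2 fold change of 1.69. With normexp the log2 changes were 1.49 for Rhag, 1.15 for Cd177, -0.94 for Lhx9, -0.50 for Tubb3 and -0.39 for Rspo2. None of these 8 genes changed sign or passed an adjusted p of 0.05 under the alternatives.

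In the contrast of AIA_H_BHGZD with Con, which sets treated rats against normal ones, limma called 0 genes (smallest adjusted p of 0.147) and the methods' t-test after Benjamini-Hochberg 0. The unadjusted count was 1986 (835 higher and 1151 lower with BHGZD, 9.51%). Of these, 627 changed at least 2-fold (268 higher, 359 lower), against 281 by the methods' t-test with 2-fold (172 higher, 109 lower). Without Con 1 limma gave 285 higher and 167 lower, so the direction of the excess depends on the test and on the arrays kept. The groups did not overlap for 3823 genes (18%, where chance gives 10%). Without Con 1 there were 9 calls, all lower with BHGZD. Irak2, Atp2b2 and some transcripts known by accession only were among them and belong to the probes bright on slide 1 that the closing section tests. The count at the unadjusted threshold with 2-fold was 990 without Con 2 and 403 without AIA_H_BHGZD 3. On genes well above background on all 9 arrays, 1 gene was called, Olfml2a (log2 fold change of -1.12, adjusted p of 0.0391), named after its value was seen.

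The study asked which arthritis-related changes BHGZD turned back. No gene was called in both contrasts with opposite signs. At an unadjusted limma p under 0.05 with 2-fold in both, 29 genes had opposite signs, of which 21 were higher in AIA_H and then lower with BHGZD, and 8 the other way. Simulations with unchanged groups, in which only the shared AIA_H arrays link the contrasts, gave a mean of 43.6 such genes (28 to 60), and independent lists would share 1.43. The methods' t-test with 2-fold gave 8. The number was 305 without AIA_H 1, where group and slide coincide, and 17 without AIA_H 3. Across genes the log2 fold changes of the contrasts correlated at -0.28 (simulated mean of -0.50, range -0.52 to -0.47). Their covariance was -0.045 (simulated mean of -0.057, range -0.063 to -0.052). Simulated genes were independent and spread alike on all arrays, unlike the real ones. The simulated ranges are therefore too narrow to judge a departure from sharing alone. The 3 AIA_H arrays cannot be split into parts of at least 2, so part of any opposition may come from the shared arrays. Leaving out AIA_H 1 moved the correlation to -0.54, and leaving out AIA_H 3 or AIA_H_BHGZD 1 moved it to -0.15.

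The signalling list asked whether transcripts of the pathway behind those proteins changed together. Of its 19 genes, 13 passed the filter. Nlrp3, Tnf, Il6, Il12a, Il12b and Pik3cg were not tested, so the values below say nothing about them. All 13 were well above background on Con 2 and Con 3. In AIA_H against Con, 10 were higher and 3 lower, with a median log2 fold change of 0.24 (mean 0.32, above 99.6% of random lists). Camera gave p of 0.00634 (adjusted over the 16 lists 0.024) with the preset correlation and 0.107 with the estimated one. Adjusted over the list alone 1 gene was called (Il1b, 0.00215), against 0 over all genes. The median was 0.04 without Con 1, 0.15 without AIA_H 3 and 0.34 without AIA_H 1. Pik3r1 had the next smallest p (log2 fold change of 0.52, limma p of 0.0199). Tlr4 (0.51), Il18 (0.44), Pik3cd (0.31), Nfkb1 (0.24), Pycard (0.24), Gsdmd (0.20), Casp1 (0.16) and Akt1 (0.01) were higher, and Pik3cb (-0.35), Rela (-0.14) and Pik3ca (-0.12) lower. Signs changed under at least 1 alternative for Pik3cd and Rela (both with normexp, at -0.22 and 0.17), Akt1, Pycard, Casp1 and Il18, and the second Il18 probe gave -0.08. Much of the rise rests on Con 1. Without it Tlr4 was at 0.05, Nfkb1 at 0.12, Gsdmd at 0.07, Casp1 at -0.05, Pycard at -0.27 and Il18 at -0.41. In AIA_H_BHGZD against AIA_H, 6 of the 13 were higher and 7 lower, with a median of -0.02 (mean -0.10) and camera p of 0.160 (0.367 with the estimated correlation). No gene was called, over all genes or adjusted over the list alone. Il1b changed by -0.70 (SE 0.32, limma p of 0.0613, adjusted p of 1; -0.41 without AIA_H_BHGZD 1), and the other 12 by -0.23 (Pik3cd) to 0.26 (Il18). A second Pik3cd probe, well above background on 4 arrays, gave 0.81 in the first contrast and -1.07 in this one, so the size of its change depends on the probe, and the second Rela probe gave -0.22 here, where the first gave 0.01. Within slide 3 the median was 0.11, with 9 of 13 genes higher with BHGZD. Without AIA_H_BHGZD 2 it was -0.11, without AIA_H 1 -0.09, and without each of the other arrays -0.02 to -0.04.

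Of the 22 genes of the study list, 20 were tested. These genes had been chosen by the study on these samples, so their directions are not independent evidence. In AIA_H against Con all 20 had the listed direction, and in AIA_H_BHGZD against AIA_H 19 had it, so 19 had both. The exception, Exph5 (named after its values were seen), changed by -1.76 and then by -0.45 with BHGZD. An unadjusted limma p under 0.05 in both contrasts was reached by 6, non-overlapping arrays in both by 5 (Aqp3, Gas2, Marcks, Tnmd and Tubb3), a 2-fold change in both by 4 (Aqp3, Gas2, Tnmd and Uts2r), and an adjusted p under 0.05 over all genes by 0. Gas2 was named here after its values were seen. Of the 20, 16 were well above background on Con 2 and Con 3, and 3 were in a tissue list. Adjusted over the list alone, 17 genes were called in the first contrast and 0 in the second, which is not independent evidence either. Camera p was 0.426 (list median 0.86) and 0.0252 (median -0.43), and the genes go both ways by selection. The second median was -0.68 without AIA_H 1, -0.15 without AIA_H 2, -0.25 without AIA_H 3 and -0.23 without AIA_H_BHGZD 3. The filter on all 9 arrays left 10 genes with both directions. Within slide 3 the median change with BHGZD was -0.02, with 9 of the 20 genes higher.

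The 3 study list genes with the largest changes in AIA_H were Aqp3, Tnmd and Uts2r. Aqp3 (chromosome 5, 58501847 to 58501906) was not well above background on any AIA_H array, and was at least 4.09-fold higher in Con (adjusted p of 0.386) and at least 2.30-fold higher in AIA_H_BHGZD (adjusted p of 1). Each bound leans on 1 array, with 2.27-fold without Con 1 and 1.17-fold without AIA_H_BHGZD 1, and normexp gave log2 changes of -1.38 and 0.76. Its levels were -1.83 ± 1.64, -5.76 ± 0.29 and -2.66 ± 1.85 in Con, AIA_H and AIA_H_BHGZD (SD, n = 3). Tnmd (tenomodulin, chromosome X, 121409347 to 121409406) changed by log2 fold changes of 3.35 (SE 1.11, adjusted p of 0.478) and -2.96 (SE 1.11, adjusted p of 1), from -0.70 ± 1.41 to 2.65 ± 1.36 and -0.32 ± 1.94, and AIA_H 1 lay at 1.22 against 2.78 and 3.94 on its group mates. Uts2r (chromosome 10, 110395724 to 110395783) was not well above background on any Con array, was at least 2.31-fold higher in AIA_H (adjusted p of 0.422), and changed by -1.50 (SE 0.80) with BHGZD, where 2 of 3 arrays measured it. The bound ranged from 1.74-fold (without AIA_H 2) to 4.05-fold (without AIA_H 1), and with normexp the log2 change of Uts2r in AIA_H was 0.32. The 3 with the smallest changes were Marcks (0.98 and -0.67, chromosome 20, 41306008 to 41306067), Car13 (at least 1.28-fold higher in AIA_H, then -0.49, chromosome 2, 88305768 to 88309261) and Chl1 (0.80 and -0.44, position not given in the sources used here). The Car13 bound ranged from 1.01-fold (without Con 2) to 1.99-fold (without Con 1). Car13 reversed its direction in AIA_H against Con with normexp (-0.24), Chl1 was at 0.11 there, and 1 of 4 Marcks probes gave -0.16.

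Of the tested genes of the 9 tissue lists, all 13 of muscle, 10 of adipose tissue, 6 of cartilage and bone, 7 of nerve sheath and 10 of the myeloid list were well above background on Con 2 and Con 3. So were 5 of 6 of tendon and ligament, 5 of 6 of epidermis, 3 of 4 of erythroid blood cells and 2 of 4 of lymphoid cells. The tendon list shares 1 gene and the epidermis list 2 genes with the study list. Camera in AIA_H against Con passed an adjusted p of 0.05 over the 16 lists for tendon and ligament (median log2 fold change 1.61, p of 0.0075), erythroid blood cells (2.05, 0.00281), myeloid cells (0.33, 0.00186) and lymphoid cells (0.88, 0.000128), all higher in AIA_H. With the estimated correlation only the lymphoid list stayed under 0.05 (0.0314). The medians of the other lists were -1.46 for skeletal muscle (camera p of 0.0312), 0.03 for adipose tissue (mean -0.02, p of 0.732), -0.51 for cartilage and bone (0.757), -0.78 for epidermis (0.0275) and -0.12 for nerve sheath (0.228). Without Con 1 the medians of myeloid cells (-0.29), adipose tissue (-0.55), cartilage and bone (0.40) and nerve sheath (0.03) changed sign, and that of epidermis was -0.10. Without AIA_H 1 the adipose median was -0.48. Without Con 2 the tendon median was 0.65 and that of muscle -0.72, without Con 3 the erythroid median was 0.98 and the lymphoid one 0.55, and without AIA_H 3 the muscle median was -0.70 and the myeloid one 0.13. The adipose median was 0.47 without Con 2, 0.25 without Con 3 and 0.55 without AIA_H 3, and without Con 2 that of myeloid cells was 0.68 and that of epidermis -1.21. Without Con 3 those of cartilage and bone and of nerve sheath were -0.84 and -0.24.

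In AIA_H_BHGZD against AIA_H, camera passed the same threshold for skeletal muscle (median log2 fold change 1.26, p of 0.000642), adipose tissue (0.70, 6.61e-05), erythroid blood cells (1.66, 0.00151) and myeloid cells (0.13, 0.0258), which were higher with BHGZD, and for tendon and ligament (-2.03, 7.98e-05) and lymphoid cells (-0.26, 0.0291), which were lower. None of these held with the estimated correlation, where the smallest p was 0.0883 (tendon). The medians were 0.72 for cartilage and bone (p of 0.0496), 0.11 for epidermis (0.151) and 0.09 for nerve sheath (0.210). Within slide 3, where the AIA_H_BHGZD arrays were set against AIA_H 1 as in the fit with slide as a fixed block, the medians were -0.29 for adipose tissue, 0.18 for erythroid blood cells, 0.47 for muscle, 0.40 for myeloid cells, -0.52 for tendon, -0.09 for lymphoid cells, 0.83 for cartilage and bone, 0.14 for epidermis and 0.12 for nerve sheath. Without AIA_H_BHGZD 2 the muscle median was -0.59, the myeloid one 0.02, that of nerve sheath -0.02 and that of epidermis 0.25. Without AIA_H_BHGZD 1 that of cartilage and bone was 0.30, that of muscle 2.37, that of myeloid cells 0.28 and that of nerve sheath 0.31. Without AIA_H 3 the medians of adipose tissue and erythroid cells were 0.17 and 0.91, without AIA_H 1 that of adipose tissue was 1.24, that of lymphoid cells -0.54 and that of myeloid cells 0.02, and without AIA_H_BHGZD 3 that of tendon was -1.25, that of muscle 2.18 and that of epidermis 0.06. Nerve sheath was at 0.05 and the myeloid list at 0.34 without AIA_H 3, and lymphoid cells were at -0.15 without AIA_H 2. In AIA_H_BHGZD against Con the largest median was that of erythroid blood cells (3.76, p of 7.5e-06, 0.0464 with the estimated correlation).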

Values the study reported

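Over synovium and whole blood together, the study reported 473 genes related to rheumatoid arthritis. It gave 275 as higher and 178 as lower, which do not add up to that total. It reported 1,802 genes related to the effect of BHGZD, with 456 higher and 1,346 lower, and 135 genes that the decoction turned back. For synovium it gave log2 fold changes of −4.6637 (model against control) and 4.6114 (BHGZD against model) for AQP3, 3.3639 and −5.1964 for TNMD, and 3.6773 and −3.3398 for UTS2R. The corresponding values were 1.1328 and −1.3571 for MARCKS, 1.3595 and −1.9177 for CAR13, and 1.3184 and −1.7127 for CHL1. For GAS2 they were 3.1797 and −1.2633, and for EXPH5 −1.2262 and 1.6917.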

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

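Of the settings below, array weights and the replicate block on 2 groups were chosen after the data had been seen.

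Called genes numbered 0 in each contrast of the main setting, at unadjusted counts of 1788, 383 and 1986. Adjusted calls stayed at 0 in every contrast under quantile normalization, normexp, the authors' value table, no filter, outlier-marked spots kept, the mean of all probes, only the 2 groups compared, slide as a random block and the methods' t-test after Benjamini-Hochberg, and with slide as a fixed block for AIA_H_BHGZD against AIA_H, the only contrast with both groups on 1 slide. Limma's unadjusted counts behind these zeros ranged from 1242 to 2115, 150 to 576 and 1753 to 3448. With the filter on all 9 arrays, 1 gene (Olfml2a) was called in AIA_H_BHGZD against Con, where 14163 genes shared the adjustment in place of 20873.

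The study's threshold on limma's unadjusted p, which is looser by construction, gave 489, 123 and 627 genes and 29 with opposite signs. The methods' t-test at that threshold, which estimates the spread from 6 arrays without sharing it across genes, gave 190, 39, 281 and 8. On quantile-normalized values it gave 208, 40, 358 and 7, and 221, 40, 366 and 7 on the authors' value table. Array weights gave 8239, 759 and 1892 called genes, 538 with opposite signs and a correlation between the contrasts of -0.52. These weights, 0.086 for Con 1, 7.0 for Con 3 and 7.63 for AIA_H 2 among them, came from an estimation that did not converge, and they all but remove Con 1 and AIA_H 1 (0.308), so the counts are no basis for calls.

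Counts at limma's unadjusted p with 2-fold moved with the filter and the background correction. Normexp gave 223, 55 and 213 genes and 17 with opposite signs, the filter on all 9 arrays 201, 32, 214 and 15, and no filter (35070 genes) 1145, 248, 2464 and 40. Normexp draws low signals together by construction, and the filters change which genes are tested. The share of these genes that was higher was 51.1% in AIA_H against Con. Of them, 250 were higher and 239 lower, against 375 and 202 with quantile normalization, 392 and 210 with the authors' table, 155 and 68 with normexp, and 244 and 901 without a filter. For AIA_H_BHGZD against AIA_H the split was 85 to 38, against 30 to 25 with normexp, 116 to 132 without a filter and 17 to 15 with the filter on all 9 arrays. For AIA_H_BHGZD against Con it was 268 to 359, against 447 to 317 with quantile normalization, 453 to 327 with the authors' table, 134 to 79 with normexp and 259 to 2205 without a filter. The median log2 fold change of all genes shifted to -0.14 with normexp and -0.22 without a filter in AIA_H against Con, from -0.04. The cause was not tested for the splits.

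For the signalling list, AIA_H vs Con, the median stayed positive under all 19 alternatives (0.036 to 0.34, camera p of 0.000456 to 0.196). Camera was past 0.05 in 16 of them and not with the filter on all 9 arrays (0.20, p of 0.0688), with the estimated correlation (the same 0.24, p of 0.107, which allows for the genes moving together) or without Con 1 (0.036, p of 0.196). For the signalling list, AIA_H_BHGZD vs AIA_H, the median lay near 0 and changed sign with quantile normalization (0.0019, p of 0.246), the authors' value table (3e-04, p of 0.233), the filter on all 9 arrays (0.0106, p of 0.746) and slide as a fixed block (0.11, p of 0.385). With the mean of all probes it was -0.10 and passed 0.05 (p of 0.0371). The p ranged from 0.0371 to 0.746, and the cause was not tested. The correlation of the contrasts was -0.28 and moved to -0.0758 without a filter, where dim probes add genes with no shared signal, a cause that was not tested. The study list held 19 genes with both listed directions, 16 with normexp and 10 with the filter on all 9 arrays, which tests fewer of its genes.

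Leaving out each array in turn gave 0 to 105 calls in AIA_H against Con (105 without AIA_H 1, 4 without Con 1), 0 to 14 in AIA_H_BHGZD against AIA_H (14 without AIA_H 1), 0 to 9 in AIA_H_BHGZD against Con (9 without Con 1) and 0 to 14 with opposite signs (14 without AIA_H 1). Without AIA_H 1 group and slide coincide, so those calls cannot be told apart from a shift between slides. The correlation ranged from -0.54 (without AIA_H 1) to -0.15 (without AIA_H 3 and without AIA_H_BHGZD 1). The signalling median ranged from 0.036 (without Con 1) to 0.34 (without AIA_H 1) and from -0.11 (without AIA_H_BHGZD 2) to -0.02, and the study list from 17 (without AIA_H 3) to 19 genes.

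Replicate numbers are shared between the groups, and the fit with a replicate block called 0, 0 and 0 genes, with 549, 147 and 621 at the unadjusted threshold with 2-fold and 37 with opposite signs. Deviations of arrays with the same number from their group means correlated across genes at -0.26, -0.26 and 0.03 between AIA_H and Con and at -0.22, -0.14 and -0.11 between AIA_H_BHGZD and AIA_H, so the numbers do not pair AIA_H with another group. Between AIA_H_BHGZD and Con they may, and a replicate block on those 6 arrays alone called 0 genes as well (smallest adjusted p of 0.0973), with 819 at the unadjusted threshold with 2-fold against 627. Of the 16 lists in that contrast, camera at an adjusted p of 0.05 changed for cartilage and bone (0.0471 with this block, 0.324 without), and with the replicate block on all 9 arrays for lymphoid cells (0.0311 and 0.0528) and B cell progenitors (0.0497 and 0.0951). No other call in that contrast changed.

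The 53 values of the named genes were recomputed 932 times in all. Of these, 33 changed sign, in 14 of the 53 values, 32 moved by more than the SD between replicates, and 4 passed an adjusted p of 0.05 (Irak2 without Con 1, and Ccl3, Ms4a8a and Slurp1 without AIA_H 1). The other 39 values kept their sign throughout. Reversals in AIA_H against Con with normexp were Pik3cd (-0.22), Rela (0.17) and Car13 (-0.24).

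Signal over background limits what the arrays can show. On Con 1 only 44.0% of spots were well above background, and the lowest signal that counted as such was -1.94 there against -4.66 to -3.57 on the other arrays. Lower bounds against Con are therefore small.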

Other observations

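The tests of arrays Con 1 and AIA_H 1, slide-1 probes, tendon, muscle, cartilage and bone, and inflammation genes, and the splits by called genes and by counts within single contrasts, were chosen only after the result was seen. The marrow and blood lists, the splits of the signalling list, and those of the correlation and of genes with opposite signs at an unadjusted p were set down before their results were seen.

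Con 1 was dimmer than the other 8 arrays. Its 75th percentile lay 2.03 log2 units below their mean, while the median log2 signal of 10 spike-in probes was 11.3 there, 0.78 above the mean of the others and outside their range of 10.4 to 10.9. Less labelled sample RNA on this array may explain this, since a dim scan or wash would lower the spike-ins too. A single scale factor for all its transcripts was tested with the SD across genes of its differences from its group mates. After scaling this was 0.963, against 0.369 to 0.614 for the other arrays. Genes near background on so dim an array could widen this SD too, so it cannot decide alone. More cartilage or bone in that sample is a candidate explanation for part of this spread. The median of the cartilage and bone list on Con 1, against the mean of its group mates, was 2.87 (5 of 6 genes higher), with a 95th percentile of 0.38 in random lists. Among them Col2a1 was at 11.32 against -3.40 and 1.25 on Con 2 and 3, and Bglap at 3.65 against -2.57 and -3.53. Neither low labelling nor a single scale factor would raise these genes. The tendon list was higher on Con 1 by a median of 1.73 (Fmod at 9.71 against 4.73 and 6.86), and the muscle list lower by -2.41 although Tnni2 was at 6.99 against 4.08 and 2.55. Whether the tissue was taken differently or the joint of that rat differed was not tested.

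A set of 10 probes was bright on Con 2 and Con 3 and dim on the 6 arrays of arthritic rats, with Irak2 and Atp2b2 among them. On Con 1, which had no part in picking them, their median difference from the mean of Con 2 and Con 3 before normalization was 0.623, against a median of -1.65, a 95th percentile of -1.11 and a highest value of -0.76 in 2000 sets of probes matched on brightness. These probes thus did not dim with the sample signal of Con 1, as a signal of slide 1 that does not come from labelled RNA could show. The explanation stays open. The Irak2 and Atp2b2 probes lie 65925 bases apart on chromosome 4, and only 0.37% of 10000 random sets of 9 mapped probes held a pair as close, which a slide artefact gives no reason for. That closeness was noticed after the brightness test. Another 26 probes were bright on AIA_H 2 and 3 alone and 2 on AIA_H_BHGZD 2 and 3 alone, by the same distance of 2 log2 units. Con and slide 1 cannot be told apart, so a difference between the rats stays open too.

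AIA_H 1 lay apart from AIA_H 2 and AIA_H 3, with 1881 genes at least 2-fold apart, of which 998 were higher on AIA_H 2 and 3. The mean over Con 2 and Con 3, on slide 1, was nearer to AIA_H 1 for 64.9% of these genes, just past the bound of 60% set for arguing against a shift by slide 3 as the whole cause. On the dim Con 1 it was 37.8%, so the argument is weak. A shift of slide 2 cannot be told apart from more disease in its rats. The AIA_H_BHGZD mean was nearer to AIA_H 1 for 77.4% of the genes, which either would give. More tendon or ligament in the samples of AIA_H 2 and 3 is a candidate explanation for part of the difference. The tendon list was higher there by a median of 2.09, against a 95th percentile of 0.23 in random lists, with its most abundant genes Fmod at 7.15, 8.49 and 8.76 and Col1a1 at 7.99, 7.99 and 7.85 on AIA_H 1, 2 and 3. Of its 6 tested genes, 5 were well above background on Con 2 and 3, and Tnmd is also in the study list. Other lists moved as well between AIA_H 2 and 3 and AIA_H 1. Medians were -1.53 for adipose tissue, -1.18 for muscle, -2.04 for erythroid blood cells and 0.79 for cartilage and bone. They were 0.36 for myeloid cells, 0.60 for lymphoid cells and 0.61 for the study list. Among the marrow and blood lists they were -0.31 for erythroblasts, 0.32 for primary granules and -0.70 for megakaryocytes. B cell progenitors were at -0.57 and blood neutrophils at -0.17.

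The split of Con 2, Con 3 and AIA_H 1 against Con 1, AIA_H 2 and AIA_H 3 called 463 genes, where the labelled groups called 0, which points to a structure of the samples other than the labels. It was tested with the inflammation list, of which 11 of 16 genes were tested, all well above background on Con 2 and 3 and none in another list. Against the mean of Con 2 and Con 3 the list median was 1.56 on AIA_H 2 and 2.05 on AIA_H 3, with 11 of 11 genes higher on each, and -0.321 on AIA_H 1, with 4 of 11 higher and below all but 0.1% of random lists. It was -0.293 on Con 1 (3 of 11 higher, at the 18.8 percentile), and 0.11, 0.53 and 1.098 on AIA_H_BHGZD 1, 2 and 3. The most abundant gene, Timp1, was at 3.45 on AIA_H 1, 5.42 and 5.30 on AIA_H 2 and 3, and 4.32 and 4.33 on Con 2 and 3. A swap of the labels of Con 1 and AIA_H 1 needs these genes to be high on Con 1, and the value there argues against it, as far as a dim array can. The bound for Con 1 and the hypothesis on AIA_H 1 that follows were written after the value of AIA_H 1 was known. As a hypothesis, the rat of AIA_H 1 may have had little of the joint inflammation, or the array may carry a wrong label of its own. Genes within random lists were treated as independent, and a shift of slide 2 or its tissue composition stays open as a source of the high values on AIA_H 2 and 3. Against the hypothesis, Il1b, Ccl3 and Ccl4 were higher on AIA_H 1 than on every Con array, though they were named for separating the groups. Cfb (2.50, Con at most 1.12), S100a9 (2.45, at most 0.14) and S100a8 (1.39, at most 0.02), chosen after their values were seen, were also higher there than on every Con array, while of the other 8 genes of the myeloid list 1 was. Of the inflammation list, the 4 of 11 genes higher on AIA_H 1 (Cxcl1, Il1rn, Cxcl10 and Slpi) lay above every Con array, and the others did not. A sample from a normal rat under this label is argued against only as far as chosen genes and a part of that list can. The study described the model as established in its rats. What sets this array apart stays open. All 9 arrays were kept with their labels. With each array left out in turn, the list was higher in AIA_H than in Con by a median of 0.87 (without AIA_H 3) to 1.84 (without AIA_H 1). It was lower with BHGZD than in AIA_H by a median that ranged from -1.31 (without AIA_H 1) to -0.18 (without AIA_H 3), while within slide 3 it was higher with BHGZD than on AIA_H 1 by 0.65, in 10 of 11 genes.

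Skeletal muscle genes spread widely within groups, with a median SD of 2.31 against a 95th percentile of 0.36 in random lists and 0.295 for all genes. AIA_H_BHGZD 2 was highest for most of them, with Mylpf at 6.76 (-1.15 and -0.43 on its group mates) and Myh4 at 5.56 (-3.37 and -3.32), and without it the shift of the list with BHGZD turned from 1.26 to -0.59. Muscle carried along with the synovium may explain this. All 13 tested genes were well above background on Con 2 and 3. A change of muscle transcripts within the synovium of single rats was not tested.

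Erythroid and neutrophil genes, Rhag and Cd177 among them, were higher in AIA_H_BHGZD than in AIA_H. For bone marrow cells in these samples, 4 lists were tested, and 3 of them lay above the 95th percentile of random lists. Medians with BHGZD were 0.37 for erythroblasts (4 of 4 genes higher, camera p of 0.00411), 1.55 for primary granules (5 of 5, 3.15e-07) and 0.87 for megakaryocytes (6 of 6, 9.95e-06). That of B cell progenitors was 0.27 (3 of 3, 0.0244), at the 92.6 percentile, so bone marrow stays open. With the estimated correlation primary granules (0.0172) and megakaryocytes (0.0294) stayed under 0.05. In AIA_H against Con the medians were -0.22, 0.54, 0.25 and 0.19 (camera p of 0.411, 0.426, 0.173 and 0.623), and primary granules (99.7 percentile) and megakaryocytes (97.9) lay above the 95th percentile of random lists there too, so the signal was not specific to BHGZD by that measure. The blood neutrophil list had a median of 0.32 with BHGZD (camera p of 0.0506), at the 95.4 percentile and so just above the same bound. In AIA_H against Con its median was 0.19 (camera p of 0.677), at the 92.6 percentile. Mature blood cells alone were argued against by the primary granule median of 1.55, since those transcripts are made in marrow precursors. Blood that carries immature cells stays open. The signal was led by AIA_H_BHGZD 1, with Ctsg at 2.97 (-0.27 and -2.63 on its group mates), Ahsp at 6.03 (3.39 and 2.77) and Prtn3 at 0.85 (-2.15 and -2.39), while Hbb, the most abundant, was at 5.63, 6.39 and 6.75 on AIA_H_BHGZD 1, 2 and 3. Of the megakaryocyte genes, Ppbp, Gp1bb and F2rl2 were highest of the group on AIA_H_BHGZD 1, but Pf4, Treml1 and Clec1b on AIA_H_BHGZD 3. Without AIA_H_BHGZD 1 the medians were 0.10 for erythroblasts, 0.79 for primary granules, 0.18 for B cell progenitors and 0.01 for blood neutrophils. Those of megakaryocytes and of the erythroid blood cell list held better, at 0.60 and 1.29. Without AIA_H 3 that of megakaryocytes was 0.53 and that of B cell progenitors 0.50. Without AIA_H_BHGZD 3 those of B cell progenitors and blood neutrophils were 0.43 and 0.49. For AIA_H against Con that of erythroblasts was -0.01 without Con 1, and that of primary granules 0.26 without Con 2. In AIA_H against Con the signs of these medians changed without AIA_H 3 for primary granules (-0.09), without AIA_H 1 or Con 3 for megakaryocytes (-0.08 and -0.05), without Con 1 or AIA_H 1 for B cell progenitors (-0.18 and -0.01) and without Con 3 for blood neutrophils (-0.18). Within slide 3, against AIA_H 1, they were 0.22 for erythroblasts, 1.58 for primary granules, 0.01 for megakaryocytes, 0.91 for B cell progenitors and 0.35 for blood neutrophils. Of the tested genes, 3 of 4, 3 of 5, 4 of 6, 2 of 3 and 3 of 4 in that order were well above background on Con 2 and 3, and none was in another list or the study list. Bone or cartilage was also higher on AIA_H_BHGZD 1, where all 6 genes of the cartilage and bone list lay above the mean of its group mates, by a median of 1.59 (95th percentile of 0.19 in random lists). Among these were Bglap at 6.36 (0.37 and -1.16), Dmp1 at -0.15 (-2.23 and -1.69) and Acp5 at 6.04 (5.33 and 5.41). Bone with its marrow carried along in that sample is therefore a candidate explanation for its share of the signal. An effect of BHGZD on blood cells was not tested here. In whole blood cells the study listed PF4, GP1BB, TREML1 and TAL1 as lower with BHGZD, and CD177 as higher. For the genes listed as lower, that direction is opposite to the one in these synovium samples, and for Cd177 it is the same. Con 1 was higher still on the cartilage and bone list (median of 2.87), while its primary granule median against its group mates was -0.47. All primary granule genes but Mpo lay under -1.94 there, the lowest signal well above background, so Con 1 cannot decide this.

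With 3 arrays against 3 there are 10 splits, so chance cannot be excluded at 0.05 for any single contrast. For called genes the groups gave 0, which every split reaches, so the outcome of these counts was fixed and they say nothing about chance. They were 10 of 10 for AIA_H and Con (highest other 463), 10 for AIA_H_BHGZD and AIA_H (highest other 0), 10 for AIA_H_BHGZD and Con (highest other 0) and, for calls with opposite signs, 100 of 100 drawn splits of all 9 arrays (highest other 22). Of the splits of AIA_H and Con, 2 gave at least 489 genes at the unadjusted threshold with 2-fold (highest other 989, for the split of Con 2, Con 3 and AIA_H 1) and 2 a signalling median as far from 0 as 0.24 (highest other 0.29). For AIA_H_BHGZD and AIA_H, 4 splits gave at least 123 genes (highest other 404) and 8 a signalling median as far from 0 as -0.02 (highest other 0.24). The split with 404 genes set AIA_H 2, AIA_H 3 and AIA_H_BHGZD 1 against the rest and so keeps slide 2 together, and with slide as a fixed block 0 genes were called. For AIA_H_BHGZD and Con, 1 split, that of the labelled groups, gave at least 627 genes (highest other 562). Of its 4 splits that part all 3 same-numbered pairs of arrays, the other 3 gave 63 to 75 genes, while the split with 562 kept 2 of the pairs (1 and 2) together. Of the 100 drawn splits of all 9 arrays, 44 gave at least 29 genes with opposite signs at the unadjusted threshold (highest other 548) and 88 a correlation as negative as -0.28 (lowest other -0.86), so chance explains these 2 values as well as the labels do.

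Some log2 fold changes differed from values quoted above. For BHGZD against AIA_H they were -2.96 for Tnmd, -1.50 for Uts2r, -0.67 for Marcks, -0.49 for Car13 and -0.44 for Chl1, and for AIA_H against Con 0.80 for Chl1. These are smaller in size than the values quoted from the study above. With 1 array left out they ranged further, to -1.85 for Tnmd (without AIA_H_BHGZD 3), -2.31 for Uts2r (without AIA_H 1), -0.24 for Chl1 (without AIA_H 3), and -0.21 (without AIA_H_BHGZD 3) to -0.96 (without AIA_H_BHGZD 2) for Car13. For BHGZD against AIA_H the gap was nearly uniform in direction but not in size. Gas2 at -1.89 was larger in size than quoted, and Exph5 at -0.45 had the opposite sign. Every other tested gene of the study list kept the listed sign and was smaller in size than in the study, with Cfb at -0.23 and Id4 at 0.01 among them. Cfb lay at 2.50 to 3.53 on the AIA_H arrays and at 2.28 to 3.53 on those of AIA_H_BHGZD. On this scale no pair of those arrays was as far apart as the study's value for Cfb. The cause was not tested.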
